A study of Ruditapes decussatus with 8 samples. Its data were reported in "A Microarray Study of Carpet-Shell Clam (Ruditapes decussatus) Shows Common and Organ-Specific Growth-Related Gene Expression Differences in Gills and Digestive Gland" (2017).

How the data were processed

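Gills of the carpet-shell clam Ruditapes decussatus were profiled on a one-colour Agilent oligonucleotide array with 14003 probes besides the control spots. Each of the 8 arrays carried labelled RNA from a single animal. Per the labels, 4 animals had grown slowly (S clams) and 4 had grown fast (F clams). Growth was followed by the study for 12 weeks. The labels carry no replicate numbers, so the replicates were numbered within each group in the order in which the samples are listed, and these numbers pair no animals. The digestive gland, which the study also examined, was not analysed here.

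The deposited scanner files give spot intensity on a linear scale as written by the authors' Feature Extraction software, version 9.5.1.1 per the file headers. The authors scanned each slide at 2 sensitivities and subtracted the background with that software, and gProcessedSignal is the resulting intensity. The same deposited files hold the mean and background intensity of each spot, and flags for spots that were positive and significant against background, well above background, found, saturated or outlying. The authors also deposited a table of normalized intensity for the same arrays. Each of its columns ranked the probes exactly as gProcessedSignal of its own array did, with a rank correlation of 1, while the highest rank correlation with another array was 0.948. Cells of that table were empty where the spot carried the not-found flag, which makes up 16687 spots over the 8 arrays. Of those spots, 53.1% were positive and significant and 24.7% were well above background in the scanner files. Conversely, 60.3% of the spots that were not positive and significant were marked as found. The lowest deposited value was 2.84.

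From the scanner files, gProcessedSignal was quantile normalized over the 14003 probes. Spots that were not positive and significant were then set to the lowest normalized value among significant spots, which was 2.86, and log2 was taken. Of the spots that were not positive and significant, 100% carried a surrogate value from the scanner software, so the alternative without a floor keeps those surrogates. Probes positive and significant on at least 2 arrays were tested, which left 12667. In all, 25 outlier spots were left out. Every probe has a single spot, so no spots were averaged. Differences are given as F minus S on the log2 scale, and errors are standard deviations over 4 animals unless said otherwise. The number of arrays limits the precision of every value.

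Rank products, the statistic of the study, were used at its thresholds. Probes were ranked by their difference in each of the 16 F and S pairs of arrays, separately for each direction (one-sided), and the null came from 1000 permutations of the probe values within each array. PFP is the estimated proportion of false positives among the probes ranked as high, with a threshold of 0.15, and P is the unadjusted permutation value, with a threshold of 0.01. This permutation exchanges probes and not animals, and may differ from that of the study's platform. limma 3.58.1 in R 4.3.3 was fitted to the same values (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over all tested probes and a threshold of 0.05. The similarity of arrays was compared as the mean Pearson correlation within groups minus that between groups, and the scores on 3 principal components were compared between groups. These and the measures of array quality were tested by exact permutation of the group labels. The smallest two-sided p that 4 against 4 arrays allow is 0.0286.

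Both tests were checked on simulated arrays of 12645 probes that had the level and the spread within groups of the real probes, drawn from normal distributions. With 200 probes shifted by 4 log2 units, limma recovered 157 (78.5%) with 8 false calls, and rank products recovered 189 (94.5%) with 301 false calls. In 5 simulations without any difference limma called between 0 and 1 probes, and rank products called between 243 and 289. When every probe was given the same level, the same spread and no difference, rank products called 0. Such probes are exchangeable, as the permutation assumes, so a count near 0 was fixed in advance. That run does not separate spread from level as the source of the false calls. Their large number bears on every count from rank products given here.

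Probes were named by a rule set before the data were examined. In each direction these were up to 4 probes with the largest change among those past PFP 0.15 whose groups did not overlap and that were well above background on all 4 arrays of the higher group, the 3 probes with the smallest limma p, and 6 probes that the study discussed for gills. The same set of choices fixed 48 probes that the study listed as differing in both organs. The study gives probes by number. Sorting the probe names in spreadsheet order gave the numbers of the visible entries of the study's annotation table, and protein names are those the study gives. The descriptions in the scanner files name no protein (0 probes), so sets of protein names were not tested. That annotation table was used here only in part and only for names, and no set test was run on it.

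Where a probe was not well above background on any array of a group, its change is given as a lower bound ("at least"). The mean log2 value of the brighter group is then set against the mean of the dimmer group, in which each array takes the higher of the lowest signal well above background on that array and the probe's own value. The other ratios given are means of linear values. The order of the probes with floor values has no meaning beyond the naming rule.

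The arrays lay on 5 slides and were scanned on 3 days. Every scan day held both groups, and only 1 slide did. The alternatives chosen before the data were examined were scaling to the 75th percentile, cyclic loess, normexp with an offset of 50, the deposited values, 3 other filters, 2 other floors, leaving out each array, the slide as a random block, other variance models and thresholds, and rank sums. The found flag in place of the significance flag, scan day as a block and rank products over the 5 pairs of arrays of the same day were added after the data had been seen.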

Results

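Gene expression in gills was measured for 4 F clams and 4 S clams, with 1 array per animal. The comparison asks which transcripts differ in the gills between clams that grew fast and clams that grew slowly in the same tank.

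The share of probes well above background was 72.1% ± 5.67 (SD, n = 4) in F clams and 74.5% ± 1.88 in S clams (exact two-sided permutation p = 0.514, 0.724 after Benjamini-Hochberg adjustment over 4 measures). On the 3 scan days the difference was -0.603, -0.850 and -9.28 points. Leaving out fast replicate 1 moved it to 0.0690. The lowest share was 64.8%, in fast replicate 1. The share of positive and significant probes was 81.6% ± 3.91 and 83.2% ± 1.62 (exact permutation p = 0.543, adjusted 0.724), with differences of -0.943, -0.664 and -6.10 points on the 3 days. The 75th percentile of the signal ranged from 472 in fast replicate 2 to 2549 in slow replicate 1. On the log2 scale it was 9.28 ± 0.45 in F clams and 10.25 ± 0.78 in S clams (exact permutation p = 0.0571, adjusted 0.229). F clams were lower on each of the 3 scan days, by -0.61, -0.59 and -1.60. The mean log2 signal of the spike-ins, which are RNAs added in known amounts, was 11.58 ± 0.48 and 11.68 ± 0.54 (exact permutation p = 0.857, adjusted 0.857). F clams were higher by 0.21 and 0.11 on days A and B and lower on day C (-0.19). These 7 spike-ins were those above a log2 signal of 5 on every array, out of 10, a limit chosen after the values were seen.

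No 2 arrays were copies of each other. The correlation across probes between pairs of arrays ranged from 0.783 to 0.941. Its mean was 0.867 within groups and 0.856 between groups, and the difference of 0.0118 was not larger than that of other splits of the arrays (exact one-sided permutation p = 0.20). Leaving out slow replicate 4 turned this difference to -0.0014 and leaving out fast replicate 1 raised it to 0.0396.

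The first principal component held 41.6% of the variance. Mean scores were 42.0 ± 107 in F clams and -42.0 ± 78.6 in S clams, and the groups overlapped (exact two-sided permutation p = 0.286, 0.429 after adjustment over 3 components). Slow replicate 2 had a score of 71.2, on the side of most F clams, and fast replicate 1 had a score of -104, on the side of most S clams. Within scan days the difference was 130 on day A, 40.0 on day B and -9.19 on day C, so its direction was not shared by all days. With scan day as a block it was 53.5, the largest move under any alternative. The second component held 14.6% (exact permutation p = 0.143, adjusted 0.429) and the third 11.4% (exact permutation p = 0.514, adjusted 0.514), with differences of 125, -24.2 and -9.53 on the 3 days. On the second component F clams were higher on every scan day, by 68.4, 62.4 and 94.8.

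**Figure D1:**
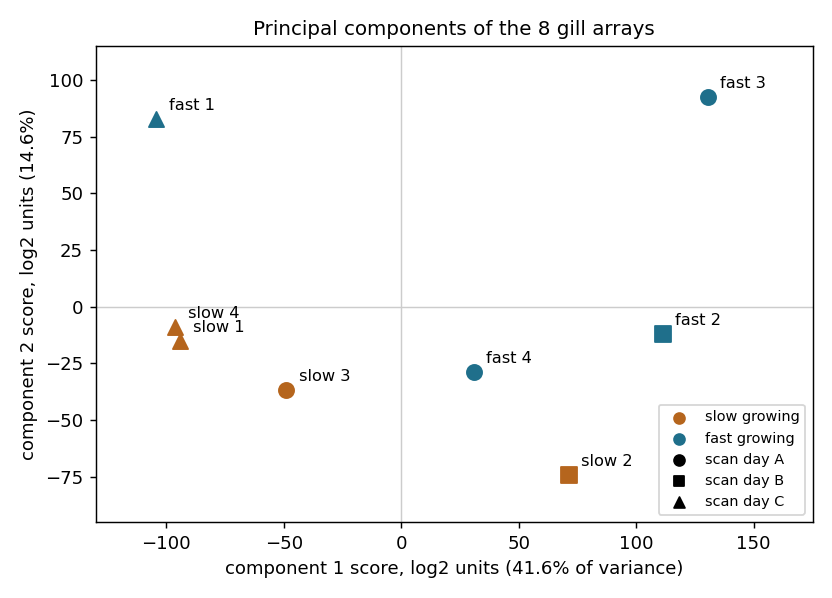
Scores of the 8 arrays on components 1 and 2 (log2 units), with colour for the growth group and marker shape for the scan day. On component 1 fast replicate 1 is at -104, below every S clam, and slow replicate 2 is at 71.2, above 2 of the 4 F clams.

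Of the 12667 probes tested, 256 passed PFP 0.15 by rank products, of which 182 were higher in F clams and 74 were higher in S clams. At P 0.01, 404 were higher in F clams and 281 in S clams. limma called 0 probes at an adjusted p of 0.05, with a lowest adjusted p of 0.0723. The largest count under any alternative was 8, with cyclic loess. At an unadjusted p of 0.05 limma gave 585 probes, where 633 are expected without any difference. Leaving out 1 array gave 370 (without slow replicate 1) to 1384 (without fast replicate 1), so this count was not stable. Of the 585, 163 were higher in F clams and 422 in S clams. The 2 tests thus differed in the direction of most of their probes. Of the 256 probes past PFP 0.15, 74 had an unadjusted limma p below 0.05 and 29 had groups that did not overlap. Over all tested probes the groups did not overlap in 275 (2.17%), where chance gives 2.86%. Simulated arrays with the spread of the real probes and no difference between groups gave 243 to 289 probes past PFP 0.15, a range that holds the observed count. The simulated values had no floor and were independent between probes. They show that such a count can arise without a difference, and not how the observed calls arose.

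Most of these probes were dim on part of the arrays. Among the 256, 7 were well above background on all 8 arrays and 90.6% had at least 1 array at the floor, against 24.2% of all tested probes. Rank sums in place of rank products moved the count most as a ratio, to 38, of which 6 were higher in F clams and 32 in S clams. Of the 38, 25 were among the 256. Leaving out 1 array gave 89 probes without slow replicate 4 and 484 without fast replicate 1. Requiring a probe to be well above background on all 4 arrays of at least 1 group gave 168 probes. Of these, 59 were higher in F clams and 109 in S clams, so most were then higher in S clams. Only 78 of the 168 were among the 256. Over the 5 pairs of arrays scanned on the same day, rank products gave 160 probes, 43 higher in F clams and 117 in S clams. Of the 160, 102 were among the 256. With scan day as a block, limma called 0 probes, and 688 had an unadjusted p below 0.05. With slide as a random block it called 0 probes, and 509 had an unadjusted p below 0.05.

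**Figure D2:**
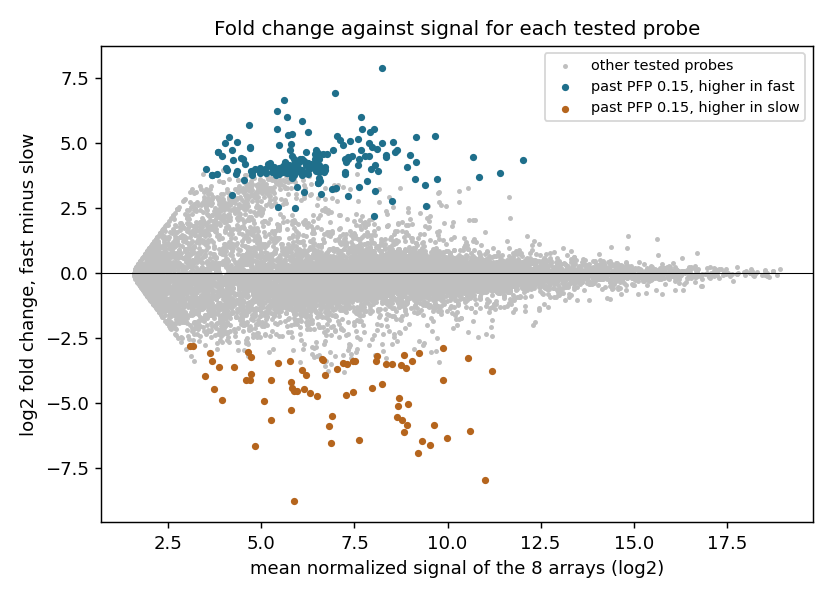
Log2 fold change (F minus S) of each of the 12667 tested probes against the mean normalized log2 signal of the 8 arrays. The 182 probes past PFP 0.15 that were higher in F clams and the 74 that were higher in S clams are coloured.

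Among probes past PFP 0.15 with groups that did not overlap and with signal well above background throughout the higher group, 2 were higher in F clams and 16 in S clams. Probe rud_dec_c8203 was 4.47 ± 0.86 (SE) log2 units higher in F clams, with log2 signals of 12.92 ± 0.47 (SD, n = 4) and 8.45 ± 1.87 in F and S clams and a limma adjusted p of 0.613. Probe new_rud_dec_c23027 was 3.06 ± 0.73 (SE) log2 units higher in F clams, with a limma adjusted p of 0.860. In the other direction, rud_dec2_c1629 had the lowest limma adjusted p, 0.0723. Its log2 signal was 6.24 ± 0.74 in F clams and 12.83 ± 1.12 in S clams (SD, n = 4), a change of -6.59 ± 0.62 (SE), and it was well above background on all 8 arrays. It passed the adjusted p of 0.05 under 4 of 22 alternatives, with a range of the limma adjusted p from 0.0123 to 0.395. Probe AS_rud_dec_rep_c12885 was not well above background on any F array and was at least 69.0-fold higher in S clams, although slow replicate 2 had a log2 signal of only 4.37. Its limma adjusted p was 0.613, and it passed 0.05 under 1 of 22 alternatives, without slow replicate 2 (0.000169). Probe rud_dec_c587 had a mean log2 signal of 14.98 ± 0.53 in S clams and was well above background on 2 of the 4 F arrays. Probe rud_dec2_c1811 had 11.45 ± 0.46 in S clams and 6.43 ± 4.76 in F clams, with 3 of the 4 F arrays well above background.

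The probes with the smallest limma p among those higher in F clams were rud_dec_c21537, newAS_rud_dec_c30693 and rud_dec_c29371, with limma adjusted p of 0.151, 0.151 and 0.268. None was well above background on an S array, and they were at least 13.7-fold, 3.60-fold and 3.94-fold higher in F clams. Among those higher in S clams, rud_dec_c16619 and rud_dec_c32093 followed rud_dec2_c1629. Both had a limma adjusted p of 0.151, and they were at least 1.26-fold and 1.33-fold higher in S clams. Over 21 alternatives the change of rud_dec_c16619 ran from -4.10 to -0.258 log2 units, and that of rud_dec_c32093 from -4.07 to -0.529. The value of -0.258 came with the deposited values and with the found flag, where the lower bound of 1.26-fold does not hold. The limma adjusted p was 0.961 and 0.964 there.

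The probes discussed for gills in the publication were chosen on these samples, so their counts are not independent evidence. Of these 6 probes, 5 passed PFP 0.15 in the listed direction, and 6 did with the deposited values and with the found flag. With rank sums, the alternative that moved this count most, 1 did. The count was 2 with the filter of all 4 arrays of at least 1 group, which tests fewer probes, and 3 over same-day pairs. It was also 3 without fast replicate 2, 3 or 4, and 4 or 5 under every remaining alternative. By limma 0 passed the adjusted p of 0.05 over all tested probes and 3 passed when adjusted over the list alone. Over all tested probes, AS_rud_dec2_c1606 passed under 1 of 21 alternatives, without fast replicate 1 (limma adjusted p 0.0316). Probe rud_dec_c5667 also passed under 1 of 21, without slow replicate 3 (0.000468), and the rest of the list passed under 0. The protein NOV-like probe rud_dec_c21537 had log2 signals of 7.51 ± 1.50 in F clams and 1.82 ± 0.62 in S clams (SD, n = 4), and its PFP was 0.0227. The NADH-quinone oxidoreductase subunit B-like probe AS_rud_dec2_c1606 was at the floor on all 4 S arrays and on fast replicate 1, and was at least 6.94-fold higher in F clams with a PFP of 0.0663. The baculoviral IAP repeat-containing protein 4 probe rud_dec_c5667 was at the floor on all 4 F arrays and on slow replicate 3, and was at least 16.2-fold higher in S clams with a PFP of 0.00242. The F-box/WD repeat-containing protein 1A probe rud_dec_c19170 had 12.55 ± 0.32 in S clams. In F clams it was 12.25 and 11.60 on fast replicates 1 and 4 and at the floor on fast replicates 2 and 3, and the ratio of the linear S mean to the F mean was 3.06 with a PFP of 0.00338. The tumor necrosis factor member 11 probe AS_rud_dec_rep_c44677 had 10.09 ± 3.86 in S clams and 6.60 ± 3.39 in F clams, with a PFP of 0.0989 and a limma adjusted p of 0.870.

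For the Transgelin-3 probe rud_dec_c3334 no difference was detectable, with a change of 0.03 ± 0.99 (SE) log2 units that leaves room for a several-fold change either way. The ratio of the linear S mean to the F mean was 1.50. Its log2 signal was 10.24 ± 1.03 in F clams and 10.21 ± 1.97 in S clams (SD, n = 4), and it was well above background on all 8 arrays. The PFP for higher signal in S clams was 1.16 and the limma adjusted p was 0.997. Its direction depended on the processing. With the found flag in place of the significance flag the change was -3.96, because 2 F arrays whose spots were well above background were then set to the floor.

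**Figure D3:**
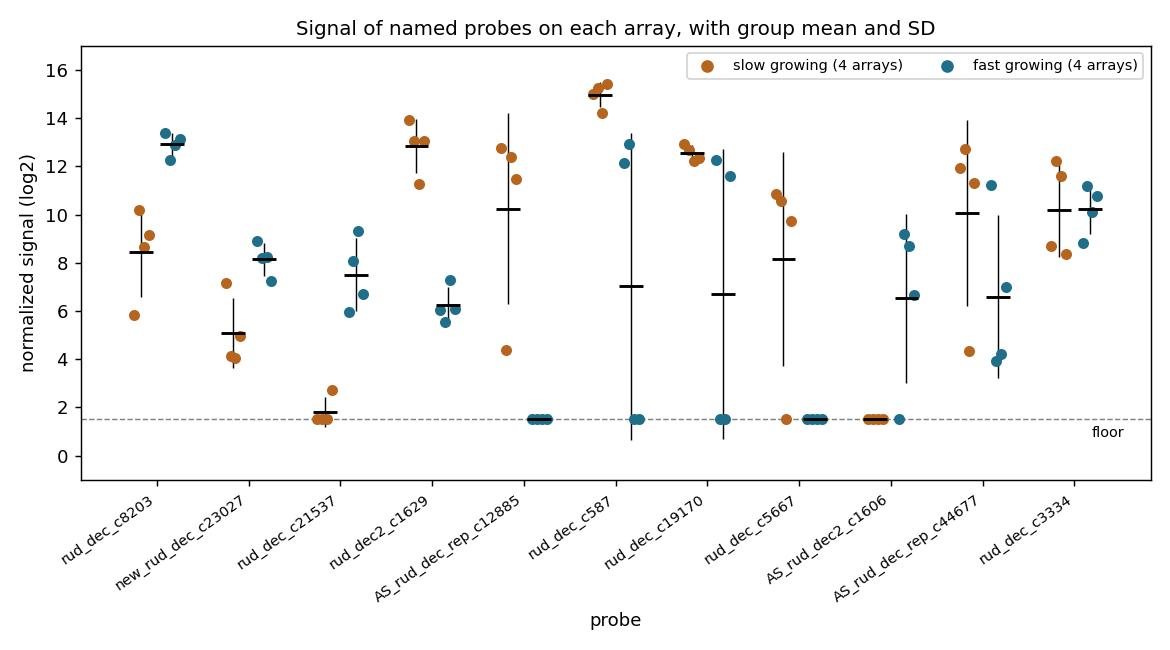
Normalized log2 signal of 11 named probes on each array (points), with the group mean (thick bar) and SD (thin line) of the 4 arrays per group. The dashed line is the floor, where rud_dec_c5667 sits on all 4 F arrays.

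The probes listed in the publication as differing in both organs were also chosen in part on these samples. Of these 48 probes, 42 passed PFP 0.15 in the listed gill direction, 47 did so with the deposited values, and 8 did so with rank sums, which moved the count most. Probe rud_dec_c10039, listed as higher in F clams, passed PFP 0.15 in the opposite direction with a change of -6.42 ± 3.27 (SE), and the other 47 probes changed in the listed direction. limma passed 0 of them over all tested probes and 5 when adjusted over the list alone. The groups did not overlap for 8 of the 48.

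The array holds 946 contigs with a pair of probes whose names share the contig, and both probes were tested for 649. Across these contigs the log2 fold changes of the 2 probes had a Pearson correlation of 0.213 (bootstrap SD 0.0441), a value over contigs that are not independent replicates. It was 0.318 over the 344 pairs with both probes well above background on at least 2 arrays. In 122 pairs the probes shared at least 20 bases as reverse complements, and in 0 pairs on the same strand. Of the 649 pairs, 5 held a probe past PFP 0.15, and in 0 of them did both probes pass in the same direction.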

Values the study reported

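The study reported average growth rates of 17.1% for fast growing and 4.1% for slow growing clams. In gills, 13,937 genes were analysed, and 1.9 stood in for values under background. At P below 0.01 the study counted 508 differing genes in gills, with 301 higher in fast and 207 higher in slow clams. At PFP 0.15 it counted 230, with 166 higher in fast and 64 higher in slow clams. As the ratio of slow to fast, it gave a fold change of 0.010 for the NADH-quinone oxidoreductase subunit B-like gene and 0.016 for protein NOV-like. It gave 3.1 for F-box/WD repeat-containing protein 1A, 2.1 for Transgelin-3 and 259 for the baculoviral IAP repeat-containing protein 4. The PFP values in the same order were 0.106, 0.072, 0.004, 0.131 and 0.015. Principal components and clustering were said to show no particular grouping of the samples.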

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

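The test of low spots that are well above background was chosen only after the result was seen. All tests in this part were set after the outlying arrays had been picked out. Among 52 groups of 4 arrays that were examined for a single array far from the others, 8 had one. Chance gives about 1 in 20 groups, and values shared at the floor raise that number.

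In 5 named probes, a single array lay above 3 arrays that were all at the floor of 1.51. The log2 values were 2.75 on slow replicate 4 for rud_dec_c21537, 2.61 on slow replicate 2 for newAS_rud_dec_c30693, 3.00 on slow replicate 2 for rud_dec_c29371, 2.14 on fast replicate 4 for rud_dec_c16619 and 2.53 on fast replicate 3 for rud_dec_c32093. None of these spots was well above background. With no floor, 3 of the 5 were still far from the other arrays. Values set to the floor therefore stay open as the cause, since differences this close to background decide nothing. No biological explanation was tested.

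In 3 other named probes, a single S array lay far below the other S arrays. Slow replicate 2 had 4.37 for AS_rud_dec_rep_c12885, where the others had 11.48 to 12.75. Slow replicate 3 had 1.51 for rud_dec_c5667, where the others had 9.74 to 10.84, and 4.36 for AS_rud_dec_rep_c44677, where the others had 11.33 to 12.71. With no floor, 3 of the 3 were still far from the others, but only rud_dec_c5667 has an S value at the floor that this could move. A low spot that is itself a floor value is argued against for AS_rud_dec_rep_c12885 and AS_rud_dec_rep_c44677, where the 2 low spots were well above background. For rud_dec_c5667 the floor set here is argued against as the cause, since slow replicate 3 was still far from the others with no floor. With the found flag its value was 1.92, where the other S arrays had 9.74 to 10.84. The surrogate value of the scanner software for that spot remains there, and whether it matters is open. No sign of a poor array was seen, as 0 measures of the whole array set these arrays apart. With 4 arrays per group only a very large departure would be flagged, so a poor array is not excluded. A spot the scanner software did not find is also argued against, with 0 spots carrying the not-found flag. A difference between single animals, such as a transcript variant that the probe does not bind, was not tested and stays open.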

How the results depend on the processing

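The found flag, scan day as a block and same-day pairs were chosen after seeing the data. No paired analysis was possible because the replicate numbers only name the animals. The same-day pairs are every combination of an F and an S array of one day, and match arrays and not animals.

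The count past PFP 0.15 was 256 and stayed within 1.5 times of that under scaling to the 75th percentile, cyclic loess, normexp, the deposited values, the found flag, 2 of 3 other filters and both other floors. With the deposited values it was 233 (169 higher in F clams), of which 172 were among the 256. With the found flag it was 231 (167 higher in F clams), of which 171 were among the 256. It was 168 (59 higher in F clams) for probes well above background on all 4 arrays of at least 1 group, 38 (6 higher in F clams) with rank sums, 160 (43 higher in F clams) over pairs of the same scan day, and 72 at PFP 0.05. The first tests fewer probes, the third uses fewer pairs and the last is a stricter threshold, while the cause was not tested for rank sums. Among the 256 were 78 of the 168, 25 of the 38 and 102 of the 160. Without 1 array the count lay between 89 (without slow replicate 4) and 484 (without fast replicate 1). The share higher in F clams, 71.1% of the 256, was 14.8% without fast replicate 2 and 89.4% without slow replicate 2. At P 0.01 the count of 685 became 430 (195 higher in F clams) for probes well above background on all 4 arrays of at least 1 group. Over same-day pairs it was 562, of which 240 were higher in F clams.

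limma called 0 probes, and 1 with 75th percentile scaling, 8 with cyclic loess, 2 with the deposited values, 2 with the found flag, 1 with the filter of all 4 arrays of a group, 1 with trend and robust eBayes, and 1 at an adjusted p of 0.15. Without 1 array it called 0 to 4, with 370 to 1384 probes at an unadjusted p below 0.05. It called 0 under the other alternatives, with 505 to 1201 probes at an unadjusted p below 0.05. The cause was not tested.

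The correlation within minus between groups was positive under every scaling, filter and floor, and lay between -0.00138 and 0.0396 without 1 array, being negative without slow replicate 1 (-0.00128) or 4. No value passed its exact permutation test. Component 3 had a difference of 33.0, which was -5.88 with the deposited values. Components 1 and 2 kept their direction in the 4 alternatives run for them, which did not include leaving out arrays. The correlation of paired probes rose to 0.318 under the filter of well above background on at least 2 arrays, on fewer pairs.

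F minus S, the share well above background was -2.38 points and ran from -4.53 to 0.0690 without 1 array, being positive without fast replicate 1. For positive and significant probes the same array turned it to 0.0774, the lowest value being -3.11 without fast replicate 4. The spike-in difference of -0.0955 ran from -0.299 to 0.0969 without 1 array, was positive without slow replicate 1 (0.0778), slow replicate 2 (0.0360) or fast replicate 4, and was 0.0422 with scan day as a block. The 75th percentile difference kept its direction.

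Of the 16 named probes, 15 kept their direction under every alternative. The change of rud_dec_c3334, 0.0314, became -0.00586 with 75th percentile scaling, -3.96 with the deposited values and with the found flag, -0.231 with slide as a random block and -0.566 with scan day as a block. Without 1 array it lay between -0.587 and 0.698, being negative without slow replicate 1 (-0.475) or 4 or fast replicate 2 (-0.291) or 4 (-0.153).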

Other observations

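The tests of splits at an unadjusted limma p, of the component that crosses the groups, unequal spread of probes, the floor set here in place of the scanner software's values, exchanged labels, another tissue or organism, growth group, scan day, slide, quantile normalization, GC content and array brightness, and of bright spots that were not found, were chosen only after the result was seen. The gap that defines bright and dim was also chosen then.

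Whether chance can be excluded was tested by splitting the 8 arrays in all 35 ways into 4 and 4. For probes past PFP 0.15, 8 of the 35 splits gave as many as the growth groups, so chance is not excluded. For limma the same comparison decides nothing, because the growth groups gave 0 and so 35 of the 35 splits gave as many. At an unadjusted limma p of 0.05, 12 of the 35 splits gave as many probes as the growth groups. The split with the most probes put slow replicates 1, 3 and 4 with fast replicate 1, and gave 769 by rank products and 649 by limma, where no other split gave over 7 by limma. A component of variation that crosses the groups may thus carry the counts, but it was found from the same arrays. Unequal spread of probes with no difference between groups stays open as well, since simulated arrays without a difference gave a median of 259 probes.

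A single animal that carries the difference was predicted to show as the loss of most of the probes past PFP 0.15 when its array was left out. The lowest share kept was 28.1%, without fast replicate 3, which meets that prediction. Most were lost for several of the 8 arrays, and each removal also shrinks a group, so no single animal could be picked out. Values set to the floor met only part of their prediction: 90.6% of these probes had an array at the floor, but a higher floor still gave 210 probes. The floor set here is argued against as the cause, since 253 of the 256 probes were still past PFP 0.15 with no floor. Surrogate values of the scanner software for the same dim spots remain there, and whether these matter is open.

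Many probes were switched on or off between arrays. With a largest gap of over 3 log2 units between the ordered arrays, 1093 probes (8.63%) had such a gap, and 234 of the 256 probes past PFP 0.15 did. The most common pattern, with 271 probes, was bright on slow replicate 2 and fast replicates 2, 3 and 4 and dim on the other 4 arrays. The next pattern of 4 arrays had 7 probes. Of the 271, 84 were past PFP 0.15 as higher in F clams. With gaps of 2, 4 and 5 the pattern held 345, 169 and 75 probes.

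Growth group could not be tested as the source, because the pattern is defined across the groups, and 2 other probes split the arrays as labelled. Quantile normalization is argued against, with 364 probes under scaling to the 75th percentile. GC content had a correlation of -0.0037 with the loading on component 1 across probes. Overall brightness as the whole source is argued against, since 294 probes had the pattern with no scaling between arrays and 364 after scaling, which removes the brightness of each array. The correlation of component 1 scores with the log2 75th percentile across the 8 arrays was -0.559 (exact permutation p = 0.143), and 3 of the 4 dim arrays had a higher 75th percentile than every bright array, the exception being fast replicate 1. Scan day stays open, since arrays differed in state on 1 of the 3 days, through slow replicate 3 alone. The slide cannot be told apart from the pattern, as 0 of the 3 slides with more than 1 array held both states. The pattern ran one way, with 0 probes in the opposite state, which is what transcripts added by another tissue or organism might give, but this was seen before the test was set. With a gap of 2, 3 probes were in the opposite state against 345 in the pattern, and with gaps of 4 and 5 there were 0. Exchanged labels of 1 fast and 1 slow sample cannot be told apart either. The pattern is such an exchange, between slow replicate 2 and fast replicate 1, but 16 of the 34 other splits, this one among them, are single exchanges, and nothing else in the files checks the labels.

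Digestive tissue in some gill samples was a candidate source, tested on 3 probes for digestive enzymes named in the study's annotation. An alpha-amylase probe (AS_rud_dec_c22740) and a beta-glucosidase probe (AS_rud_dec_c24468) followed the pattern, but their values had been seen when the list was made. The 1 probe not looked at before, alpha-amylase AS_rud_dec_c14077, was predicted to have its largest gap between the same 4 arrays and the others. It did not: its largest gap, 2.45 log2 units, set fast replicates 2 and 3 (5.82 and 7.23) above the rest. Slow replicate 2 (3.37) and fast replicate 4 (2.52) lay above the floor without being well above background, and the other 4 arrays were at the floor. The prediction failed as written, and with 1 unseen probe near the floor the hypothesis can be neither kept nor dropped. Whether gills express these 3 enzymes was not tested.

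For rud_dec_c3334, 2 of 2 not-found spots were well above background in the scanner files. Bright spots replaced because they were not found may therefore account for its lower mean in F clams in the deposited values. The PFP of rud_dec_c3334 was 1.16. That is higher than the value quoted from the study above. The PFP of AS_rud_dec2_c1606 was 0.0663. That is lower than the value quoted from the study above. The PFP of rud_dec_c21537 was 0.0227. That is lower than the value quoted from the study above. The PFP of rud_dec_c5667 was 0.00242. That is lower than the value quoted from the study above. The floor here was 2.86. That is higher than the value quoted from the study above, but close to 2.84, the lowest value in the table the authors deposited.

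The limit that selected 7 spike-ins was also set after the values were seen. Their spread across arrays, as a mean SD of log2 signal, was 0.48 before normalization, 0.878 after quantile normalization and 0.931 after scaling to the 75th percentile. Over all 10 spike-ins the values were 0.489, 0.738 and 0.970. The negative controls had an SD of 17.3 on fast replicate 1 and of 2.25 to 6.42 on the other arrays.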
